A study of Caenorhabditis elegans with 12 samples. Its data were reported in "Mutual regulation of spermatogenesis-specific Argonaute proteins and Insulin/IGF-1 signaling in aging control" (2026).

How the data were processed

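Small RNA sequencing libraries of 12 worm populations were used, 3 of each of 4 strains: WT, rde-4(ne301), age-1(hx546) and the age-1; rde-4 double mutant. The worms were hermaphrodites on the first day of adulthood, before embryos formed, grown at 20 °C. The library kit takes up RNAs with a 5′ monophosphate, so that primary siRNAs and microRNAs are favored over secondary siRNAs, which carry a triphosphate. Inserts of 18 to 40 bp were kept and read for 50 bp.

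The authors mapped the reads to the C. elegans genome (build WBcel235, release WS283, RefSeq annotation) with Bowtie through QuasR, kept reads with at most 50 hits, and counted for each gene the reads on the strand opposite to it. Tool versions are not given in the sources used here. The deposited values are these raw counts per gene in 3 tables of 32238 genes each, not normalized and not pooled. The WT and age-1 libraries stand in 2 tables each, and their 6 repeated columns held 0 differing values, so each library was used once. There were 0 entries that name no gene. A read with several hits can be counted on near-identical genes, so values of msp, nsp, F-box, histone and tRNA or snRNA copies are uncertain for the single gene. Levels of piRNAs as such are not analysed here.

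The counting used strand, but a read antisense to a gene is a sense read of any gene on the other strand. Gene names were matched to the RefSeq gene table (31418 genes) and to the Ensembl annotation of the same build, release 115 (30636 genes), and 30585 of the 30588 genes placed in both lay at overlapping positions. An exon on the other strand overlapped 8559 genes, and these were grouped by the kind of opposite gene: 43 lie opposite a miRNA gene, 352 opposite a tRNA gene, 47 opposite an snRNA gene, 43 opposite a snoRNA gene and 3 opposite an rRNA gene. No opposite-strand gene was found for 22077 genes. The 1602 genes not placed in the Ensembl annotation form a class of their own and were left out together with overlapped genes where only genes without an opposite-strand gene were used. melo-3 appears under its locus name C25D7.1.

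Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, two-sided, TMM scaling, filterByExpr with its defaults, Benjamini-Hochberg adjustment, threshold 0.05). Each comparison of 2 strains was fitted on its 6 libraries. The difference between the effects of RDE-4 loss in the 2 backgrounds was the interaction contrast in a fit of all 12 libraries. All adjusted p-values of genes are from edgeR unless DESeq2 is named, and standard errors (SE) of log2 fold changes come from its F statistic. Levels are CPM as edgeR gives them after TMM scaling within a comparison, so that the level of a gene in 1 strain differs somewhat between comparisons. Where a gene had 0 counts in a group, the fold is a bound against a floor of 3 counts over the group, and with 1 to 3 counts it is the ratio of the scaled sums with an exact binomial 95% interval. Totals and shares of counts were compared by exact permutation tests, two-sided, for which 3 against 3 libraries cannot give a p below 0.1. Overlaps of calls between comparisons with no shared library were tested with Fisher's exact test.

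The 17 gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, at least 5 tested members, Benjamini-Hochberg over the lists of a comparison), and again with a correlation estimated for each list. They were the MSP family, the sperm-specific P and Q families, 3 MSP-domain genes that the text of the study names (its full set is larger, and the others were not a list here), genes of spermatogenesis, nematode-specific peptide families, known ERGO-1 targets, F-box and BTB/MATH families, Argonaute genes, RNAi machinery, insulin/IGF-1 signaling, and markers of oocytes and hermaphrodite germline, intestine and vitellogenins, body wall muscle, neurons, collagens, ribosomal proteins and histones. The tests, lists, alternatives and the rule for named genes were fixed before the data were examined, except choices named as later ones. The rule took, for each comparison, the 6 largest rises and 6 largest falls among genes past the threshold with at least 10 CPM in the higher group and no overlap of replicates, up to 3 members of each list with the smallest adjusted p, and always a set of genes named in advance, among them rde-4, age-1, alg-3, alg-4, ergo-1, daf-16, vab-1, dct-9, ssp-16 and melo-3. Not every gene that the rule took is reported here.

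An exploratory pass over the data preceded the planned one and changed no main choice. Chosen after the data were seen were the scaling by counts opposite miRNA genes, the removal of genes not found in Ensembl together with overlapped ones, the matching of list names through RefSeq loci, the counting of a sign change as reversed only where the main or the alternative value passed, and leaving out single libraries for overlaps, totals and shares. The other settings, fixed beforehand, were RLE size factors, library totals as the only scaling, no filter on low counts, DESeq2 1.42.0 with adjusted and with unadjusted p, an absolute log2 fold change above 1, the replicate number as a block, all 12 libraries in 1 fit, no genes with an opposite-strand gene, msp genes summed, totals and shares without the 10 genes with the most counts, and leaving out each library in turn.

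The replicate numbers come from the labels, which do not say what they mark. Deviations from the group means (log2 CPM, prior count 2) correlated between libraries of the same number at r = 0.19 to 0.40 in rde-4 and WT (at most -0.02 for other pairs) and 0.22 to 0.39 in age-1 and WT (at most -0.04), and all 6 libraries of each comparison correlated best with their own number, so the numbers were taken to pair these libraries. Genes are not independent replicates in these correlations. Deviations are from the mean of the same group, so correlated pairs push other pairs to negative values, and the gap is partly built in. Both comparisons also use the same WT libraries. Between the double mutant and age-1, libraries of different numbers reached r = 0.25, so the pairing is an inference only. Libraries of a group differed by far more than counting error (chi-square over its degrees of freedom of 20.1 to 150), so none was a copy of another.

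The fits were tested on simulated counts drawn from the means and library sizes of the real libraries, with known changes in some genes. For rde-4 against WT (4949 genes tested) 4.35% of 2-fold and 78.4% of 4-fold changes were recovered, with 4 unchanged genes called. For age-1 against WT (5507 genes) the numbers were 9.68%, 79.8% and 2, for the double mutant against age-1 (4855 genes) 12.5%, 88.0% and 7, and for the difference between backgrounds (6285 genes) 0%, 14.0% and 2. At this depth and n a 2-fold change is therefore mostly missed. Few genes were changed, with rises and falls in equal number, so these simulations did not test the scaling where many genes change. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots. The messenger RNA data of the study and the reads themselves were not used here, and C40A11.10, written for the ERGO-1 list, was not matched to the tables.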

Results

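The series holds small RNA libraries of whole Caenorhabditis elegans hermaphrodites of 4 strains, with 3 libraries each. The strains were wild type (WT), rde-4(ne301), age-1(hx546) and the double mutant that carries both mutations. RDE-4 is the double-stranded RNA-binding partner of Dicer that is needed to make endogenous small interfering RNAs (endo-siRNAs), and age-1 encodes the PI3K of insulin/IGF-1 signaling, whose loss extends lifespan. Each library came from an independent population of young adults grown at 20 °C. The measurement is the count of small RNA reads that lie antisense to each of 32238 genes, the orientation of an siRNA made against a transcript. The comparisons ask which antisense small RNAs need RDE-4 in each background, and what the age-1 mutation does to them.

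The total antisense count was 2764931, 2731018 and 2639216 in WT replicates 1 to 3, and 2839774, 2449703 and 2591303 in rde-4. It was 2855165, 3590005 and 3077568 in age-1, and 3201678, 2928614 and 2993967 in the double mutant. The group means were 2711722 ± 65041 in WT, 2626927 ± 197460 in rde-4, 3174246 ± 376839 in age-1 and 3041420 ± 142583 in the double mutant (SD, n = 3). The totals of rde-4 and WT overlapped (exact permutation test, two-sided, p = 0.6), as did those of the double mutant and age-1 (exact p = 0.7). All 3 age-1 totals lay above all 3 WT totals (exact p = 0.1, the smallest that 3 against 3 libraries allow, so these tests cannot reach 0.05).

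Neither mutated gene can be used here to check the strain labels, since antisense reads do not measure its messenger RNA or its alleles. The rde-4 gene (chromosome III, 10217302 to 10218646, WBcel235) had 3 to 11 antisense counts per library in WT, 2 to 5 in rde-4, 3 to 6 in age-1 and 1 to 4 in the double mutant. The age-1 gene (chromosome II, 11519328 to 11527054) had 4 to 15, 3 to 7, 4 to 13 and 5 to 9 counts in the same order, and it lies opposite another protein-coding gene. Both were below the filter on low counts and were not tested.

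Most antisense counts lay opposite annotated non-coding RNA genes, where a read antisense to one gene is also a sense read of the other. The 3 genes with the most counts lay opposite microRNA genes, and the 10 largest held 77.2% of the counts in WT, 69.8% in rde-4, 68.7% in age-1 and 70.4% in the double mutant. T09B4.14, opposite mir-1, held 26.5% of all counts of the 12 libraries, K01F9.6, opposite mir-80, held 20.4%, and F16A11.6, opposite mir-71, held 15.5%. Genes opposite miRNA genes held 79.5% of the counts in WT, 69.0% in rde-4, 70.4% in age-1 and 62.5% in the double mutant. MicroRNAs are made by Dicer without RDE-4.

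Genes with no annotated gene on the other strand, where counts are not shared in this way, took 8.20% ± 1.66 of the antisense counts in WT, 4.76% ± 0.38 in rde-4, 10.8% ± 0.94 in age-1 and 2.95% ± 0.32 in the double mutant (SD, n = 3). The share in rde-4 was 0.581 times that in WT, the share in age-1 was 1.32 times that in WT, and the share in the double mutant was 0.273 times that in age-1. The libraries of the groups did not overlap in any of the 3 comparisons (exact permutation test, two-sided, p = 0.1 each, the smallest possible). Relative to the counts opposite miRNA genes, the rde-4 and WT libraries did overlap (ratio 0.668, exact p = 0.2), while age-1 and WT (ratio 1.49) and the double mutant and age-1 (ratio 0.305) did not (exact p = 0.1 each). Genes opposite transfer RNA genes took 6.29% ± 1.74 in WT, 18.9% ± 3.98 in rde-4, 12.9% ± 9.65 in age-1 and 21.9% ± 5.73 in the double mutant. The rde-4 and WT libraries did not overlap in this share (exact p = 0.1), but those of age-1 overlapped with WT (exact p = 0.2) and with the double mutant (exact p = 0.3). The age-1 libraries stood at 9.25%, 23.9% and 5.64%, so that replicate 2 lay apart from the others. The WT libraries of the same replicate numbers stood at 5.54%, 8.28% and 5.05%, lower in each pair. Genes opposite ribosomal RNA genes took 1.43% ± 0.43 in WT, 2.85% ± 0.59 in rde-4, 1.34% ± 0.58 in age-1 and 8.08% ± 2.97 in the double mutant, with no overlap in either comparison of RDE-4 loss (exact p = 0.1 each).

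**Figure D1:**
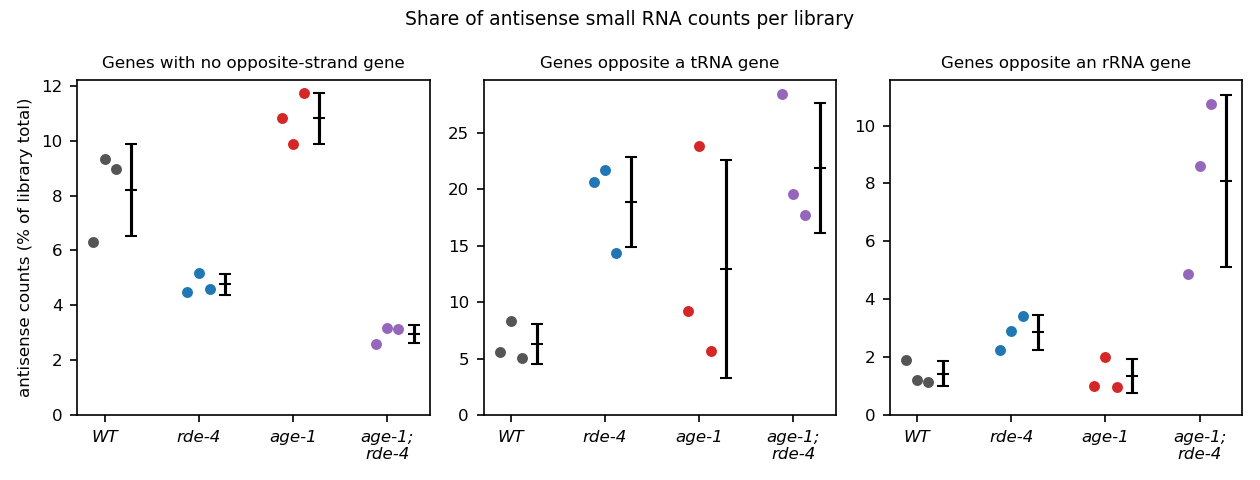
Antisense counts as percent of the library total (y axis) on genes with no opposite-strand gene, opposite a tRNA gene and opposite an rRNA gene, by strain (x axis). Each dot is a library and each bar is the mean of 3 libraries with its SD. The rde-4 strains lie at 4.76% and 2.95% on genes without an opposite gene, against 8.20% in WT and 10.8% in age-1.

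Loss of RDE-4 in the WT background lowered the small RNAs of the known targets of ERGO-1, an Argonaute that binds RDE-4-dependent siRNAs. All 9 tested genes of the 10 in this list fell, with a median log2 fold change of -5.63, or -5.24 with genes at 0 taken at their bound. K02E2.6 (chromosome V, 20380561 to 20382036) fell from 254 ± 89.5 CPM in WT to 1.98 ± 0.389 CPM in rde-4 (SD, n = 3), a log2 fold change of -6.96 (SE 0.57, adjusted p = 2.9e-06). W04B5.1 was 360-fold lower (95% counting interval 99.4 to 2977) and C44B11.6 was 78.0-fold lower (26.4 to 380). The list took 0.0733% ± 0.0246 of the counts in WT and 0.0014% in rde-4, a 54.1-fold difference with no overlap of the libraries (exact permutation p = 0.1). Without rde-4 replicate 3 the log2 ratio of these shares was -6.53. Its adjusted p by camera was 3.0e-12, and the adjusted p = 0.16 with an estimated correlation. This loss bears on the strain labels, which the mutated genes could not check.

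Small RNAs of sperm genes fell too. Among the Major Sperm Proteins (MSPs), the cytoskeletal and signaling proteins of nematode sperm, 12 of 24 tested genes fell, none rose and 12 did not pass. Adjusted over the list alone, 16 fell. For example msp-50 fell from 9.5 ± 1.56 to 2.43 ± 0.912 CPM (n = 3, log2 fold change -1.94, SE 0.43, adjusted p = 0.0024), and msp-3 fell by 1.66 on the log2 scale (SE 0.36, adjusted p = 0.0022). In the sperm-specific P and Q families, small sperm proteins of which class P has an MSP domain, 13 of 15 fell (14 adjusted over the list alone) and 0 rose, with a median of -2.18. Among genes of spermatogenesis 12 of 24 fell and 1 rose, with the same counts adjusted over the list alone. These included spe-10, a palmitoyltransferase of the membranous organelles of spermatids, at -3.09 (SE 0.39, adjusted p = 4.1e-05), and spe-8, a tyrosine kinase of spermatid activation, at -3.02 (SE 0.39, adjusted p = 4.7e-05). The nematode-specific peptide families, several of them expressed in the germline, had 6 of 7 tested genes lower (6 adjusted over the list alone) and a median of -3.84. Among them nspd-6 fell by 4.66 on the log2 scale, and nspd-3 was 63.0-fold lower (counting interval 17.2 to 525).

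The camera test set each of these lists below the other genes, and each call was lost with an estimated correlation. The adjusted p was 0.00027 for the MSP family (adjusted p = 0.37 with an estimated correlation), 1.5e-08 for the P and Q families (adjusted p = 0.16 with an estimated correlation), 0.0036 for the genes of spermatogenesis (adjusted p = 0.70 with an estimated correlation) and 5.2e-07 for the nematode-specific peptides (adjusted p = 0.16 with an estimated correlation). No gene of the MSP, P and Q, nematode-specific peptide or ERGO-1 lists was higher at an unadjusted p under 0.05 or with DESeq2 (0 each), while 3 genes of spermatogenesis were higher at an unadjusted p under 0.05 and 0 with DESeq2. DESeq2 called 7 of 32 MSP genes, 13 of 15 of the P and Q families and 10 of 31 genes of spermatogenesis lower. It called 7 of 10 nematode-specific peptides and 7 of 9 ERGO-1 targets lower. The msp genes are near-identical copies that can share reads. Their counts summed to a single feature gave a log2 fold change of -1.20 (adjusted p = 0.033).

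Of 3 MSP-domain genes that the text of the study names, part of a larger set that was not tested as a list here, 2 fell, and the same 2 when adjusted over the list alone. The study chose them on these strains, so the list is not independent evidence of its direction. ssp-16 (chromosome I, 6102067 to 6102396) fell from 117 ± 13.9 CPM in WT to 16.4 ± 5.52 CPM in rde-4, a log2 fold change of -2.83 (SE 0.42, adjusted p = 0.00013, n = 3). melo-3 (chromosome V, 15036237 to 15036869) fell from 25.5 ± 3.87 to 5.76 ± 1.88 CPM, by 2.15 on the log2 scale (SE 0.38, adjusted p = 0.0005). dct-9 (chromosome I, 2233744 to 2234957) stood at 10.5 ± 2.49 CPM in WT and 7.16 ± 2.92 CPM in rde-4 and did not pass (-0.56, SE 0.39, adjusted p = 0.38).

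Among the Argonaute genes 2 of 14 tested fell, the same number adjusted over the list alone. They were alg-3 and alg-4, whose proteins bind sperm-gene siRNAs in the spermatogenic germline. alg-3 (chromosome IV, 11704246 to 11708264) fell from 19.8 ± 2.15 to 8.33 ± 1.97 CPM (-1.25, SE 0.35, adjusted p = 0.013), and alg-4 (chromosome III, 9887209 to 9891424) from 18.8 ± 4.28 to 8.13 ± 3.02 CPM (-1.20, SE 0.38, adjusted p = 0.028). Without rde-4 replicate 2 neither passed (-1.22 and -0.92), and alg-4 also did not pass without WT replicate 1 (-1.05) or WT replicate 2 (-1.20), or with DESeq2 (-1.31). The Argonaute list itself did not pass (median -0.09, adjusted p = 0.92). In the RNAi machinery 1 of 28 genes rose and 0 did adjusted over the list alone (median 0.29, -0.02 under scaling by library totals, adjusted p = 0.59). That gene was rrf-2, an RNA-dependent RNA polymerase-like gene (1.70, SE 0.52, adjusted p = 0.023), which did not pass with DESeq2 (1.61), under scaling by library totals (1.39) or by the counts opposite miRNA genes (1.59), or without WT replicate 2 (1.89), WT replicate 3 (1.4), rde-4 replicate 1 (1.72), rde-4 replicate 2 (1.70) or rde-4 replicate 3 (1.67). In the insulin/IGF-1 signaling list 0 of 9 tested genes passed with edgeR, 0 at an unadjusted p under 0.05 and 0 of 15 with DESeq2, and 0 adjusted over the list alone (median 0.08, -0.26 under library totals and -0.07 under the miRNA-opposite scaling, adjusted p = 0.70). The transcription factor gene daf-16 stood at -0.03 (SE 0.42, adjusted p = 0.98). ergo-1 stood at 0.09 (SE 0.48, adjusted p = 0.95), at -0.27 under library totals and -0.08 under the miRNA-opposite scaling, and the Eph receptor gene vab-1 was not tested. In the oocyte and hermaphrodite germline list 0 of 22 passed with edgeR, 0 at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 of 34 with DESeq2 (median -0.12, adjusted p = 0.99).

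In all, 1283 of 4797 tested genes changed in rde-4 against WT, 516 higher and 767 lower. The pseudogene F57G8.14 (chromosome V, 16319026 to 16320470) and linc-59, a long non-coding RNA gene at the same place (16319028 to 16320419), share reads. Both had 130 CPM in WT and 0 counts in rde-4, at least 297-fold lower with a floor of 3 counts over the group. Y36E3A.2 was at least 90.7-fold, Y17D7B.4 at least 62.7-fold and W03D2.15 at least 62.2-fold lower, and W04B5.8, which overlaps W04B5.1, was 541-fold lower (counting interval 185 to 2624). Such intervals and floors cover counting error only.

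The genes that rose were mostly those opposite tRNA genes: 321 of 340 tested rose, 0 fell (0 at an unadjusted p under 0.05 and 0 with DESeq2), and they made up 62.2% of all higher genes. Their median log2 fold change was 2.18. The 6 largest rises that the naming rule took were all in this class, such as the non-coding RNA gene C12C8.7 (chromosome I, 9328627 to 9328705), from 7.30 ± 1.98 to 102 ± 57.5 CPM (3.80, SE 0.51, adjusted p = 5.8e-05). Opposite snRNA genes, 16 of 33 rose and 0 fell (0 at an unadjusted p under 0.05 and 0 with DESeq2). Of 3146 genes without an opposite gene, 102 rose (3.24%) and 627 fell (19.9%), with 39 and 721 under library totals and 53 and 604 under the miRNA-opposite scaling. Without genes that have an opposite-strand gene, 695 of 2950 changed, 153 higher and 542 lower. Scaling by library totals moved the median of all genes from 0.06 to -0.24, with 391 higher and 885 lower.

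The age-1 mutation was set against WT to ask what reduced insulin/IGF-1 signaling does to these small RNAs. The number of sperm genes past the threshold in age-1 depended on the replicate block and on the test. All of them were higher, and the lists stood higher with the preset correlation only. With the block edgeR called 19 of 27 genes of spermatogenesis and 7 of 31 of the MSP family higher. It also called 7 of 15 of the P and Q families and 6 of 13 nematode-specific peptides higher, and 0 of these lists lower. DESeq2 without the block called 15 of 21, 4 of 24, 6 of 15 and 1 of 8 higher in the same order. Without the block the edgeR numbers were as follows. Among genes of spermatogenesis 7 of 27 tested rose and 0 fell (0 at an unadjusted p under 0.05 and 0 with DESeq2), with 17 higher adjusted over the list alone and a median log2 fold change of 0.95. spe-4, a presenilin-like gene of sperm organelles (chromosome I, 7454660 to 7456953), rose from 9.16 ± 3.15 CPM in WT to 32.1 ± 10.7 CPM in age-1 (n = 3), by a log2 fold change of 1.78 (SE 0.38, adjusted p = 0.031). spe-10 (chromosome V, 10384250 to 10385740) rose from 31 ± 2.5 to 87.3 ± 31.2 CPM (1.49, SE 0.34, adjusted p = 0.031). Of the P and Q families 1 of 15 rose (1 adjusted over the list alone, median 0.68), ssp-36, from 25.6 ± 1.37 to 61.3 ± 1.01 CPM (1.26, SE 0.30, adjusted p = 0.033). Of the nematode-specific peptides 3 of 13 rose (5 adjusted over the list alone, median 0.98), such as nspd-11 (1.83, SE 0.44, adjusted p = 0.033). None of the 31 tested MSP family genes passed with edgeR, and none adjusted over the list alone; 9 were higher at an unadjusted p under 0.05, 4 of 24 were higher with DESeq2, and the median was 0.73. The calls of these genes were not stable: without age-1 replicate 1, spe-4 (1.77), spe-10 (1.65), ssp-36 (1.36) and nspd-11 (1.69) did not pass, and without age-1 replicate 2 the values were 1.64, 1.21, 1.30 and 1.97, also not past. The same held without WT replicate 1 (1.67, 1.47, 1.23 and 1.85) and WT replicate 3 (1.69, 1.5, 1.29 and 1.66), and for ssp-36 without WT replicate 2 (1.35) and under scaling by library totals (1.35).

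The sperm lists were higher than other genes by camera with the preset correlation. The adjusted p was 1.3e-06 for the genes of spermatogenesis, 0.0016 for the MSP family, 0.0021 for the P and Q families and 0.0020 for the nematode-specific peptides, and for each of them the adjusted p = 0.56 with an estimated correlation. The msp genes summed to a single feature stood at 0.68 and did not pass (adjusted p = 0.18). Of the 3 MSP-domain genes the study named, and so chosen on these strains, 1 rose over all tested genes, and 3 rose adjusted over the list alone, which is not independent evidence. dct-9 rose from 12 ± 2.9 to 27.9 ± 8.98 CPM (1.20, SE 0.36, adjusted p = 0.048), a call lost without WT replicate 1 (1.07), WT replicate 2 (1.45), WT replicate 3 (1.21), age-1 replicate 1 (1.21) or age-1 replicate 2 (1.05), and under scaling by library totals (1.21). ssp-16 stood at 134 ± 17.7 CPM in WT and 275 ± 88.6 CPM in age-1 (1.03, SE 0.35, adjusted p = 0.058), and melo-3 at 29.3 ± 4.48 and 61.5 ± 20.9 CPM (1.06, SE 0.34, adjusted p = 0.053). With the replicate number as a block both passed, ssp-16 at 0.99 (adjusted p = 0.0092) and melo-3 at 1.02 (adjusted p = 0.0049), as they did without age-1 replicate 3 (1.27 and 1.37) and with DESeq2 (1.26 and 1.30), and melo-3 under the miRNA-opposite scaling (1.28).

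Some genes of the other germline and RNAi lists fell in age-1, and the list calls below rest on the preset correlation. With the replicate block 5 of 9 ERGO-1 targets, 11 of 25 genes of the RNAi machinery and 9 of 23 of the oocyte and hermaphrodite germline list fell, more than the unblocked counts that follow. The ERGO-1 targets had 2 of 9 genes lower (5 adjusted over the list alone), 0 higher (0 at an unadjusted p under 0.05 and 0 with DESeq2), a median of -1.16 and an adjusted p of 0.029 (adjusted p = 0.56 with an estimated correlation). E01G4.7 fell by 1.90 (SE 0.46, adjusted p = 0.033) and E01G4.5 by 2.00 (SE 0.49, adjusted p = 0.033), both lost without WT replicate 1 (-1.39 and -1.53), age-1 replicate 1 (-1.96 and -1.91) or age-1 replicate 2 (-1.88 and -1.93). The call of the list was lost without WT replicate 1 (median -0.70), without age-1 replicate 3 (-1.04) and without genes that have an opposite-strand gene (-0.64). Of the RNAi machinery 2 of 25 fell and 1 rose, with 5 lower and 1 higher adjusted over the list alone (median -0.73, adjusted p = 0.0092, and adjusted p = 0.56 with an estimated correlation). sid-1, a channel for double-stranded RNA (-1.26, SE 0.38, adjusted p = 0.047), and znfx-1, a helicase of germ granules (-1.08, SE 0.32, adjusted p = 0.045), fell, and henn-1, the methyltransferase of small RNA 3′ ends, rose (1.59, SE 0.44, adjusted p = 0.041). Of the oocyte and hermaphrodite germline list 1 of 23 fell and 0 rose (0 at an unadjusted p under 0.05 and 0 with DESeq2), with 0 adjusted over the list alone (median -0.81, adjusted p = 0.0084, and adjusted p = 0.56 with an estimated correlation). It was the yolk receptor gene rme-2 (-1.20, SE 0.37, adjusted p = 0.050). Of the insulin/IGF-1 signaling list 1 of 12 rose and 1 fell, the same counts adjusted over the list alone, and the list did not pass (median -0.54, adjusted p = 0.23). These were ins-18, an insulin-like peptide gene (1.55, SE 0.47, adjusted p = 0.048), and hsf-1, the heat shock factor gene (-1.80, SE 0.52, adjusted p = 0.043). None of sid-1, znfx-1, henn-1, rme-2, ins-18 and hsf-1 passed without age-1 replicate 1 (-1.02, -0.88, 1.86, -0.96, 1.5 and -1.56), age-1 replicate 2 (-1.12, -1, 1.23, -1.15, 1.39 and -1.46), WT replicate 1 (-1.32, -1.04, 2.08, -1.34, 1.96 and -1.85), WT replicate 2 (-1.07, -0.99, 1.48, -1.29, 1.38 and -1.75) or WT replicate 3 (-1.29, -1.13, 1.37, -0.82, 1.44 and -1.72). Under library totals sid-1 (-1.15), znfx-1 (-0.96), rme-2 (-1.11), ins-18 (1.65) and hsf-1 (-1.67) did not pass, nor did sid-1 (-1.0), znfx-1 (-0.80), rme-2 (-0.95) and hsf-1 (-1.53) under the miRNA-opposite scaling, or sid-1 (-1.09) and rme-2 (-1.01) with DESeq2. Of the Argonaute genes 0 of 14 passed with edgeR and 0 adjusted over the list alone, 1 was higher and 2 lower at an unadjusted p under 0.05, and 1 of 9 was higher with DESeq2 (median -0.54, adjusted p = 0.28). alg-3 stood at 0.65 (SE 0.34, adjusted p = 0.16) and alg-4 at 1.01 (SE 0.33, adjusted p = 0.055). Without age-1 replicate 3 both passed (0.95 and 1.25), and alg-4 passed with the replicate block (1.01, adjusted p = 0.0038), DESeq2 (1.24) and the miRNA-opposite scaling (1.30). daf-16 stood at -0.53 (adjusted p = 0.35), ergo-1 at -1.05 (adjusted p = 0.28) and vab-1 at -0.43 (adjusted p = 0.53).

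Among the genes taken by the naming rule, the only ones for which settings were run singly, the rises that passed with each library left out in turn and under each other setting were icmt-1, ahcy-1 and R53.5. icmt-1, an isoprenylcysteine carboxyl methyltransferase gene (chromosome I, 4901918 to 4903264), rose from 1.13 ± 0.981 to 26.9 ± 11.2 CPM (4.39, SE 0.58, adjusted p = 0.0037). ahcy-1, the S-adenosylhomocysteine hydrolase gene (chromosome I, 6836469 to 6838140), rose from 5.18 ± 0.561 to 50.9 ± 10.8 CPM (3.28, SE 0.36, adjusted p = 0.0007), and R53.5 rose by 3.08 (SE 0.44, adjusted p = 0.0061). The largest fall was that of the F-box pseudogene fbxc-37 (-3.21, SE 0.57, adjusted p = 0.022), not past without age-1 replicate 1 (-3.16) or age-1 replicate 2 (-3.20).

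In all, 547 of 5000 tested genes changed in age-1 against WT, 383 higher and 164 lower. Without the replicate block this number depended on each library, and leaving out a library was not run with the block. It was 34 without WT replicate 1, 231 without WT replicate 2, 96 without WT replicate 3, 11 without age-1 replicate 1, 9 without age-1 replicate 2 and 1924 without age-1 replicate 3. With the replicate number as a block it was 1958, 1085 higher and 873 lower, and all 547 were among them. DESeq2 called 975, 875 higher and 100 lower, and scaling by library totals left 170, 137 higher and 33 lower. Scaling by the counts opposite miRNA genes gave 590, 548 higher and 42 lower, and moved the median of all genes from -0.17 to 0.12. Opposite tRNA genes, 0 of 326 tested genes passed with edgeR, while 32 were higher and 9 lower at an unadjusted p under 0.05 and 37 were higher with DESeq2.

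**Figure D2:**
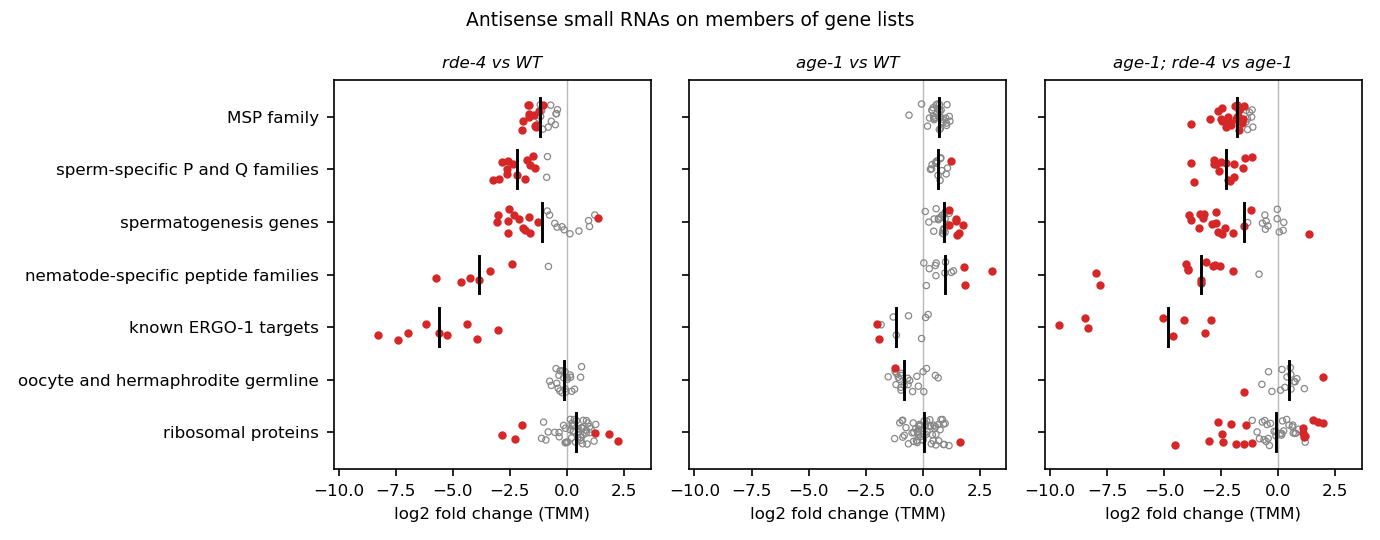
Log2 fold change (x axis) of each tested gene of 7 gene lists (y axis), with 1 panel per comparison. Red dots passed an adjusted p of 0.05, open dots did not, and the black tick is the median, which for the ERGO-1 targets is -5.63 in rde-4 against WT, -1.16 in age-1 against WT and -4.82 in the double mutant against age-1.

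Loss of RDE-4 in the age-1 background, the double mutant against age-1, lowered the sperm gene small RNAs. Of the MSP family 22 of 30 tested genes fell and none rose, with 28 lower adjusted over the list alone and a median of -1.80. All 15 genes of the P and Q families fell, also adjusted over the list alone (median -2.30). Of the genes of spermatogenesis 15 of 27 fell and 1 rose, the same counts adjusted over the list alone (median -1.50), and of the nematode-specific peptides 12 of 13 fell, also adjusted over the list alone (median -3.37). spe-10 fell from 56.4 ± 17.8 CPM in age-1 to 3.76 ± 0.972 CPM in the double mutant (-3.91, SE 0.45, adjusted p = 2.9e-06, n = 3), and spe-4 from 20.7 ± 5.84 to 1.47 ± 0.828 CPM (-3.83, SE 0.53, adjusted p = 1.4e-05). ssp-11 fell by 3.68 (SE 0.49, adjusted p = 8.8e-06), msp-33 fell by 2.64 (SE 0.53, adjusted p = 0.00052) and msp-57 was 14.7-fold lower (counting interval 4.91 to 72.4). nspd-1 had 0 counts in the double mutant and was at least 17-fold lower. All 8 tested ERGO-1 targets fell, also adjusted over the list alone (median -4.82). Of these K02E2.6 was 353-fold lower (counting interval 97.7 to 2921) and C44B11.6 at least 52.3-fold lower, and F39E9.7, which lies opposite mir-260, fell by 4.6 (SE 0.48, adjusted p = 1.4e-06).

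The camera test set these lists below the other genes, and each call was lost with an estimated correlation. The adjusted p was 0.00021 for the MSP family (adjusted p = 0.81 with an estimated correlation), 5.3e-05 for the P and Q families (adjusted p = 0.74 with an estimated correlation), 0.0010 for the genes of spermatogenesis (adjusted p = 0.80 with an estimated correlation), 0.00017 for the nematode-specific peptides (adjusted p = 0.80 with an estimated correlation) and 6.7e-07 for the ERGO-1 targets (adjusted p = 0.31 with an estimated correlation). No gene of the MSP, P and Q, nematode-specific peptide or ERGO-1 lists was higher at an unadjusted p under 0.05 or with DESeq2 (0 each). The msp genes summed to a single feature gave -1.78 (adjusted p = 0.0044). As shares of the library total, which amounts to scaling by library totals, the MSP family took 0.0287% ± 0.0084 in WT, 0.0098% ± 0.0013 in rde-4, 0.0484% ± 0.0168 in age-1 and 0.0052% ± 0.0026 in the double mutant (SD, n = 3). The genes of spermatogenesis took 0.0431% ± 0.0151, 0.0150% ± 0.0025, 0.0881% ± 0.0077 and 0.0109% ± 0.0010 in the same order. Of the 17 lists, 8 had shares that did not overlap between rde-4 and WT, 1 higher in rde-4 (the collagens) and 7 lower, where chance gives 10% of lists. Between age-1 and WT 5 did not overlap, 4 higher in age-1 and 1 lower (the neuronal genes), and between the double mutant and age-1 14 did not, all lower in the double mutant, ribosomal proteins and histones among them. There the share was 0.108 times that in age-1 for the MSP family and 0.123 times for the genes of spermatogenesis, against 0.334 times for ribosomal proteins and 0.446 times for histones. Without WT replicate 1 the first number was 14, and the second was 8 without WT replicate 2 and 11 without age-1 replicate 3. Leaving out a library can only keep or raise such numbers, and the 10% holds for 3 against 3 libraries only.

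Of the 3 MSP-domain genes that the study named, and so chosen on these strains, 2 fell, and 3 fell adjusted over the list alone, which is not independent evidence. ssp-16 fell from 178 ± 48.9 to 25.5 ± 24.1 CPM (-2.81, SE 0.53, adjusted p = 0.0003) and melo-3 from 39.7 ± 11.59 to 11.7 ± 3.61 CPM (-1.77, SE 0.40, adjusted p = 0.0013). dct-9 stood at 18.0 ± 4.89 and 9.39 ± 3.71 CPM and did not pass (-0.95, SE 0.41, adjusted p = 0.063), although it did under library totals (-2.29), under the miRNA-opposite scaling (-2.15), without age-1 replicate 3 (-1.20) and without double mutant replicate 1 (-1.43).

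Of the Argonaute genes 2 of 13 fell, also adjusted over the list alone: alg-3 (-1.99, SE 0.46, adjusted p = 0.0017) and alg-4 (-2.55, SE 0.42, adjusted p = 8.4e-05). The list did not pass (adjusted p = 0.99), and its median of 0.14 was -1.17 under library totals and -1.02 under the miRNA-opposite scaling, with a mean of -0.19. Of the RNAi machinery 2 of 21 rose and 2 fell, with 1 higher and 2 lower adjusted over the list alone (median 0.40, -0.96 under library totals and -0.75 under the miRNA-opposite scaling, adjusted p = 0.38). henn-1 fell by 2.36 (SE 0.52, adjusted p = 0.001) and the P granule gene deps-1 fell by 1.55 (SE 0.46, adjusted p = 0.0098), a call lost without age-1 replicate 1 (-1.37). sid-1 rose by 1.67 (SE 0.45, adjusted p = 0.005), but not under library totals (0.34), the miRNA-opposite scaling (0.52) or DESeq2 (1.38). Of the insulin/IGF-1 signaling list 1 of 5 fell, also adjusted over the list alone, ins-18 (-2.90, SE 0.64, adjusted p = 0.0011), and the list did not pass (median -0.26, adjusted p = 0.99). daf-16, ergo-1 and vab-1 were below the filter on low counts here. Of the oocyte and hermaphrodite germline list 1 of 16 rose and 1 fell, with 1 higher and 0 lower adjusted over the list alone (median 0.46, -0.90 under library totals and -0.70 under the miRNA-opposite scaling, adjusted p = 0.38). The Y-box gene cey-3 rose by 1.98 (SE 0.55, adjusted p = 0.0061), but not under library totals (0.66), the miRNA-opposite scaling (0.86) or DESeq2 (1.69), or without double mutant replicate 3 (1.48). oma-1, which encodes a zinc finger protein of oocyte maturation, fell by 1.48 (SE 0.60, adjusted p = 0.047), a call lost with the replicate block (-1.43, adjusted p = 0.085), RLE size factors (-1.45), DESeq2 (-1.94), and without age-1 replicate 1 (-1.24), age-1 replicate 2 (-1.48), double mutant replicate 1 (-1.83), double mutant replicate 2 (-1.31) or double mutant replicate 3 (-1.60).

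In all, 1967 of 4003 tested genes changed in the double mutant against age-1, 766 higher and 1201 lower. ZK380.5 was at least 64.2-fold, Y17D7C.6 at least 62.2-fold and Y116F11A.1 at least 39.5-fold lower, with 0 counts in the double mutant. Opposite tRNA genes 331 of 340 tested genes rose, 43.2% of all higher genes (median 2.48), opposite snRNA genes 28 of 31 rose (median 3.27) and opposite rRNA genes 3 of 3 rose (median 3.62). None of these classes had a gene lower (0 at an unadjusted p under 0.05 and 0 with DESeq2). C05G6.5, opposite an snRNA gene (chromosome IV, 624064 to 624270), rose from 3.97 ± 0.403 to 133 ± 30.3 CPM (5.06, SE 0.43, adjusted p = 2.6e-07). Of 2597 genes without an opposite gene, 233 rose (8.97%) and 951 fell (36.6%), but 12 rose and 1590 fell under library totals, and 14 and 1532 under the miRNA-opposite scaling. The direction of smaller changes rested on the scaling. Genes opposite miRNA genes had a median of 0.82 under TMM, with 7 of 31 higher and 2 lower. Their median was -0.53 under library totals and -0.36 under the miRNA-opposite scaling, with 0 higher and 2 lower in each. Library totals moved the median of all genes from 0.02 to -1.32, with 228 higher and 2078 lower, and the miRNA-opposite scaling moved it to -1.15, with 248 higher and 1997 lower. The medians of genes opposite tRNA genes were then 1.14 and 1.30, with 181 and 195 of 340 higher. Relative to these shifts the fall of the sperm and ERGO-1 lists stood under every scaling run. Without genes that have an opposite-strand gene 1293 changed, 558 higher and 735 lower.

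The genes lower without RDE-4 were shared between backgrounds. Of 3557 genes tested in both comparisons, which share no library, 749 were lower in rde-4 against WT, 1000 in the double mutant against age-1, and 700 in both, against 211 for independent lists (Fisher's exact test, two-sided, odds ratio 118.7, 95% confidence interval 86.7 to 166). In the other direction 454 and 739 genes were higher and 392 were higher in both, against 94.3 for independent lists (odds ratio 50, 37.3 to 68.2, Fisher's exact p = 1.7e-240). Genes are not independent replicates, so these intervals and this p overstate the certainty. Genes opposite tRNA genes, multi-copy and able to share reads, made up 62.2% of all higher genes in rde-4 and 43.2% in the double mutant. Under library totals 211 were higher in both, and under the miRNA-opposite scaling 227.

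Of the 383 genes higher in age-1 than in WT, 292 were lower in the double mutant than in age-1, among them spe-4, spe-10 and ssp-36. Independent lists would share 117 of the 3915 genes tested in both, given the 1197 lower genes. Both comparisons use the same 3 age-1 libraries, which are too few to split, and how much of the excess comes from them is not known. The number was 778 with the replicate block, 642 with DESeq2 and 128 under library totals. The lists differ in length between these settings, and independent lists would share 334, 315 and 72.5 genes in the same order. It was 7 without WT replicate 1, 114 without WT replicate 2, 36 without WT replicate 3, 8 without age-1 replicate 1, 4 without age-1 replicate 2 and 854 without age-1 replicate 3. In the other direction, 117 genes tested in both were lower in age-1 and 714 higher in the double mutant, with 41 in both sets, against 21.3 for independent lists, and 0 under library totals.

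**Figure D3:**
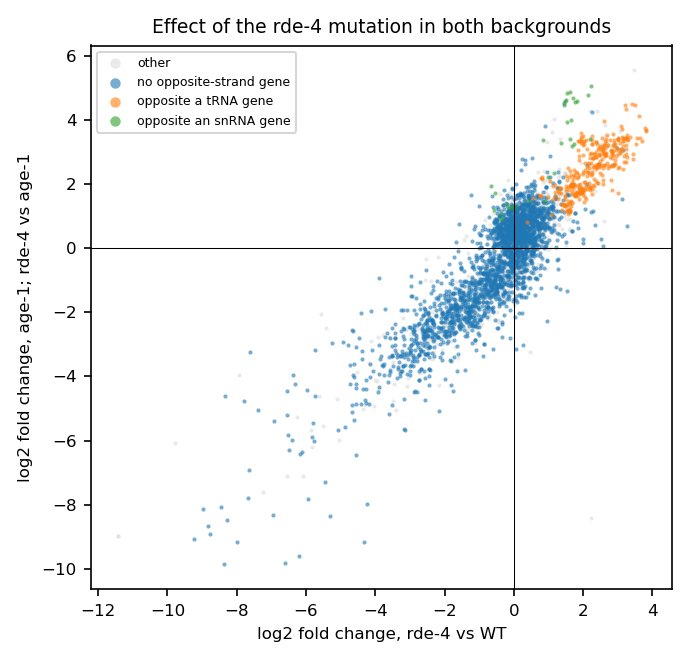
Log2 fold change in rde-4 against WT (x axis) and in the double mutant against age-1 (y axis) of 3557 genes tested in both, each a dot. Blue dots are 2274 genes with no opposite-strand gene, orange dots are 336 genes opposite a tRNA gene, which lie to the upper right, green dots are 31 genes opposite an snRNA gene, and grey dots are the rest.

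Whether the effect of RDE-4 loss differed between the backgrounds was tested on all 12 libraries. Of 5843 genes 9 passed with edgeR, 8 with a higher and 1 with a lower change in the age-1 background, against 516 at an unadjusted p under 0.05 and 27 with DESeq2. The number was 24 with the replicate block, 1 with RLE size factors and 64 (2 higher and 62 lower) under library totals, which moved the median of all genes from 0.11 to -0.91. It was 2 without WT replicate 1 or WT replicate 2, 3 without age-1 replicate 3 and 1 without any of the other 9 libraries. linc-18, a long non-coding RNA gene opposite the protein-coding gene sdz-14 (chromosome I, 12215538 to 12216323), passed under every setting run (adjusted p = 2.8e-06). It had 20 to 39 counts per library in WT, 70 to 124 in rde-4, 52 to 70 in age-1 and 0 in each double mutant library. ssp-16 (difference -0.03, SE 0.76, adjusted p = 0.99), dct-9 (-0.44, SE 0.61, adjusted p = 0.87), alg-3 (-0.79, SE 0.62, adjusted p = 0.74) and alg-4 (-1.38, SE 0.60, adjusted p = 0.55) did not pass, nor did melo-3 (0.33, SE 0.57, adjusted p = 0.91), whose difference was -0.60 under library totals, -0.66 under the miRNA-opposite scaling and -0.0013 with RLE size factors. alg-4 passed under library totals (-2.37) and the miRNA-opposite scaling (-2.41).

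By camera, 3 lists lay below the other genes in this test, each lost with an estimated correlation: the MSP family (31 genes, median -0.75, adjusted p = 8.2e-05, and adjusted p = 0.97 with an estimated correlation), the genes of spermatogenesis (27 genes, -0.66, adjusted p = 0.00045, and adjusted p = 0.97 with an estimated correlation) and the ribosomal proteins (65 genes, -0.23, adjusted p = 0.0070, and adjusted p = 0.97 with an estimated correlation). The P and Q families did not pass (median -0.30, adjusted p = 0.21), but did under library totals (-1.29), without age-1 replicate 3 (-0.98) and without double mutant replicate 1 (-1.39). The oocyte and hermaphrodite germline list lay above the other genes without genes that have an opposite-strand gene (0.75, adjusted p = 0.011). With all genes its median was 0.55, but -0.50 under library totals and -0.49 under the miRNA-opposite scaling. No member of any of the 17 lists passed with edgeR in this test, while DESeq2 put 1 gene of the F-box and BTB/MATH families lower, as did the adjustment over the list alone. At an unadjusted p under 0.05 no list had more than 4 members higher or 4 lower.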

Values the study reported

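The study reported a mean lifespan 8% longer than WT for rde-4 worms. For age-1 worms it reported an increase of 25%, and a further 16% for worms with both mutations.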

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

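The results here came from the test of the difference between backgrounds, fixed before the data were examined; the scaling by counts opposite miRNA genes and the look at how regroupings place the rde-4 libraries were chosen after the result was seen. Each is a gene or list for which the change without RDE-4 in the age-1 background differed from that in the WT background (edgeR for genes, camera for lists). C05G6.5 and Y110A2AL.1 fall outside the rule for named genes and were chosen after their values were seen. The log2 difference is positive where the change was higher in the age-1 background, and levels are CPM in the fit of all 12 libraries.

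linc-18 had a fitted log2 difference of -10.76 (adjusted p = 2.8e-06), which is no bound because the double mutant had 0 counts. Its levels were 7.84 ± 0.877 CPM in WT, 37.5 ± 12.2 in rde-4, 14.9 ± 3.17 in age-1 and 0 in the double mutant (SD, n = 3), and its call held in all 17 other settings run. Y110A2AL.1 (chromosome II, 2875101 to 2876768), a protein-coding gene with no opposite-strand gene, had a fitted difference of 7.73 (adjusted p = 0.029), with 9 to 21 counts per library in WT, 0 in rde-4, 2 to 16 in age-1 and 6 to 9 in the double mutant. Its call was lost in 12 of 16 settings: RLE size factors (7.39) and each library left out (6.78 to 7.71) except WT replicate 2.

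The other 7 genes are non-coding RNA genes opposite snRNA genes, which are multi-copy and can share reads. W07G1.17 had a difference of 3.27 (adjusted p = 0.029), with 24.0 ± 12.1 CPM in WT, 69.4 ± 10.02 in rde-4, 11.3 ± 3.11 in age-1 and 317 ± 60.9 in the double mutant. Y47H9A.5 had a difference of 3.22 (adjusted p = 0.029), R05D7.8 of 3.09 (adjusted p = 0.029), Y54G9A.14 of 3.09 (adjusted p = 0.029), F15H9.9 of 2.97 (adjusted p = 0.041), F08G2.17 of 2.93 (adjusted p = 0.040) and C05G6.5 of 2.81 (adjusted p = 0.041). The call of W07G1.17 was lost in 13 of 17 settings and those of the other 6 genes in 15 of 17. All 7 passed with DESeq2 and with the replicate block. None passed with RLE size factors (2.52 for C05G6.5 and 2.96 for W07G1.17) or without any 1 of the 12 libraries, for example WT replicate 1 (2.14 and 2.39).

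Of the lists, the MSP family had a median difference of -0.75 (31 genes, adjusted p = 8.2e-05), the genes of spermatogenesis of -0.66 (27 genes, adjusted p = 0.00045) and the ribosomal proteins of -0.23 (65 genes, adjusted p = 0.0070), and for each the adjusted p = 0.97 with an estimated correlation. The ribosomal protein call was lost without WT replicate 1 (-0.51, adjusted p = 0.097), and the msp genes summed to a single feature did not pass (-0.62, adjusted p = 0.81).

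Of 100 regroupings of the 12 libraries, the real one included, 4 called at least the 9 genes of the real grouping, a share under 0.05. The highest of the others called 807. Of the 5 that set 5 of the 6 rde-4 libraries on 1 side of the contrast 3 were as large and the others called 0, while the 46 that set 3 on each side, as the real grouping does, and the 48 that set 4 on 1 side called 0. These regroupings carry real differences between strains, so they are no measure of chance alone.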

How the results depend on the processing

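Leaving out single libraries for overlaps, totals and shares, and the scaling by counts opposite miRNA genes, were chosen after the data were seen. Over all settings, values of named genes kept their side of the threshold in 1460 cases, lost the call in 295, gained one in 18 and reversed in 1. List tests did so in 678, 28, 10 and 0 cases. A change of sign where neither value passed counted as kept, as for ergo-1 in rde-4 against WT and the Argonaute list in the double mutant. Counts and sums stayed within 1.5 times or 1 SD in 158 cases and moved in 59. In simulated data of this depth and n 2-fold changes were mostly missed. Except where stated, the cause was not tested.

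The replicate block moved age-1 against WT from 547 to 1958 calls, the difference between backgrounds from 9 to 24, and the genes higher in age-1 and lower in the double mutant from 292 to 778; it also gave the calls of ssp-16, melo-3 and alg-4 in age-1 and ended that of oma-1. It changed no other call of a named gene or list. In rde-4 against WT, where the numbers were taken to pair the libraries too, the block gave 1523 calls, 642 higher and 881 lower. Between the double mutant and age-1 the numbers did not pair libraries (r = -0.17 to 0.16, other pairs up to 0.25; 2 libraries correlated best with their own number), and the block gave 2007 calls.

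Library totals gave 170 calls in age-1 against WT, 64 for the difference, 211 genes higher in both backgrounds without RDE-4 and 128 genes higher in age-1 and lower in the double mutant, and reversed col-45 in the double mutant (-0.0042, adjusted p = 0.996). Scaling by counts opposite miRNA genes gave 73 for the difference, 227 higher in both and 517 higher in age-1 and lower in the double mutant. RLE size factors gave 1 for the difference. No filter gave 930 calls in age-1 against WT and 654 higher in age-1 and lower in the double mutant. DESeq2 gave 975 calls in age-1 against WT, 27 for the difference and 642 higher in age-1 and lower in the double mutant, and its unadjusted p 1779 in age-1 against WT.

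Without genes that have an opposite-strand gene, fewer genes are tested, and 695 changed in rde-4 against WT, 1293 in the double mutant against age-1 and 1 for the difference. The log2 ratios of total counts were then -0.83 in rde-4 against WT, 0.62 in age-1 against WT and -1.93 in the double mutant against age-1, where all genes gave -0.05, 0.23 and -0.06. Of the lists, 8 passed in the double mutant (3 upward, 5 downward), with F-box and BTB/MATH genes at 1.21, RNAi machinery at 1.01 and oocyte genes at 0.75. F-box (0.58) and ribosomal genes (0.54) passed in rde-4. TMM was refitted on this class alone, in which more genes fell than rose. With all genes, the 3 upward lists stood in the double mutant at -0.64, -0.96 and -0.90 under library totals. Under the miRNA-opposite scaling they stood at -0.45, -0.75 and -0.70. With an estimated correlation 0 lists passed in rde-4 against WT, 0 in age-1 against WT, 0 in the double mutant against age-1 and 0 for the difference, in place of 5, 8, 5 and 3. Without the 10 genes with the most counts, the log2 ratio of totals was 0.36 in rde-4 and 0.71 in age-1 against WT, and list shares did not overlap in 3 lists for age-1 and 9 for the double mutant.

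Leaving out 1 library, in fits with no replicate block, gave 9 to 1924 calls in age-1 against WT (without age-1 replicate 2 and replicate 3). It gave 1 to 3 for the difference, and 4 to 854 genes higher in age-1 and lower in the double mutant. List shares did not overlap in 8 to 14 lists for rde-4 and 5 to 11 for age-1 against WT. Groups that are apart stay apart with a library left out, so these numbers can only stay or rise and are no check. Counts of calls stayed within 1.5 times in rde-4 against WT (1034 to 1306) and in the double mutant against age-1 (1579 to 2284).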

Other observations

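Small RNAs of housekeeping and structural genes moved in both directions without RDE-4. Among ribosomal proteins 3 of 54 tested genes rose and 3 fell in rde-4 against WT (2 and 3 adjusted over the list alone, median 0.39, adjusted p = 0.14), 1 of 54 rose in age-1 against WT (1 adjusted over the list alone, median 0.07, adjusted p = 0.47), and 7 of 45 rose and 10 fell in the double mutant against age-1 (4 and 10 adjusted over the list alone, median -0.10, adjusted p = 0.99). rpl-41.2, of the large ribosomal subunit, fell from 39.9 ± 3.42 CPM in WT to 5.43 ± 0.827 in rde-4 (n = 3, -2.87, SE 0.37, adjusted p = 4.8e-05) and from 57.4 ± 7.32 in age-1 to 2.57 ± 1.63 in the double mutant (-4.50, SE 0.49, adjusted p = 2.0e-06). rps-1 fell in both (-1.95, adjusted p = 0.00053, and -1.84, adjusted p = 0.0016), and rps-27 rose in rde-4 (2.21, SE 0.42, adjusted p = 0.0008). Of the muscle list 1 of 7 rose and 2 fell in rde-4 (median 0.70, adjusted p = 0.92) and 1 of 5 rose and 2 fell in the double mutant (median -0.42, adjusted p = 0.68), the same counts adjusted over the list alone. act-2, an actin gene, fell from 105 ± 10.3 to 17.7 ± 2.01 CPM in rde-4 (-2.56, SE 0.39, adjusted p = 0.00014) and fell by 2.62 in the double mutant (SE 0.40, adjusted p = 3.8e-05). act-1 fell by 1.16 in rde-4 (adjusted p = 0.029), a call lost with DESeq2 (-1.27), the miRNA-opposite scaling (-1.28), without WT replicate 2 (-1.22), WT replicate 3 (-1.13), rde-4 replicate 1 (-1.22) or rde-4 replicate 3 (-0.92), and it fell by 2.03 in the double mutant (adjusted p = 0.0011). The paramyosin gene unc-15 rose in rde-4 (1.68, adjusted p = 0.018), not past under library totals (1.33), the miRNA-opposite scaling (1.53), DESeq2 (1.60) or without WT replicate 1 (1.39), WT replicate 3 (1.42) or rde-4 replicate 2 (1.17), and the titin-like gene ttn-1 in the double mutant (1.62, adjusted p = 0.023), where library totals gave 0.28, the miRNA-opposite scaling 0.48 and DESeq2 1.42, none past; nor did it without age-1 replicate 1 (1.29), age-1 replicate 2 (1.39), double mutant replicate 2 (1.33) or double mutant replicate 3 (1.57). In age-1 against WT 0 of 6 muscle genes passed with edgeR and 0 adjusted over the list alone, 1 was higher at an unadjusted p under 0.05 and 1 with DESeq2 (median -0.33, adjusted p = 0.77).

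The F-box and BTB/MATH families, recent duplicates, held some of the largest falls. Of them 3 of 49 rose and 4 fell in rde-4, 2 of 49 rose and 2 fell in age-1, and 12 of 40 rose and 7 fell in the double mutant, the same counts adjusted over the list alone. fbxa-3 fell from 203 ± 139 to 2.93 ± 1.55 CPM in rde-4 (-6.08, SE 0.72, adjusted p = 2.3e-05) and was 154-fold lower in the double mutant (counting interval 42.5 to 1274), and fbxa-193 rose in rde-4 (3.27, SE 0.48, adjusted p = 0.00011). The list passed in age-1 only (median -0.46, adjusted p = 0.015, and adjusted p = 0.56 with an estimated correlation), a call lost without WT replicate 1 (-0.30). In rde-4 (median 0.28, mean -0.08, adjusted p = 0.24) it passed upward without WT replicate 1 (0.56, adjusted p = 0.029), and in the double mutant it did not pass (median 0.70, mean -0.05, -0.64 under library totals and -0.45 under the miRNA-opposite scaling, adjusted p = 0.29). Histone genes had 0 of 10 past the threshold in rde-4 (edgeR, 0 adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 with DESeq2, median 0.07, mean -0.05, -0.24 under library totals and -0.05 under the miRNA-opposite scaling, adjusted p = 0.92). The histone H3 variant gene his-70 rose in age-1 (1 of 11, also adjusted over the list alone, 1.39, adjusted p = 0.046, list median -0.76, adjusted p = 0.18), not past under library totals (1.36) or without WT replicate 1 (1.06), WT replicate 2 (1.49), age-1 replicate 1 (1.48) or age-1 replicate 2 (1.21), and fell in the double mutant (1 of 7, also adjusted over the list alone, -1.58, adjusted p = 0.0024, list median 0.16, mean -0.11, -1.18 under library totals and -0.99 under the miRNA-opposite scaling, adjusted p = 0.99). Cuticle collagens had 0 of 3 past the threshold in rde-4 (edgeR, 2 higher adjusted over the list alone and at an unadjusted p under 0.05, 0 with DESeq2), 0 of 2 in age-1 (1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 with DESeq2) and 2 of 3 higher in the double mutant, also adjusted over the list alone. There col-71 rose by 1.61 (adjusted p = 0.005), not past under library totals (0.32), the miRNA-opposite scaling (0.47), DESeq2 (1.26) or without double mutant replicate 2 (1.06), and col-45 by 1.37 (adjusted p = 0.045), which stood at -0.0042 under library totals and was not past with DESeq2 (1.15), the miRNA-opposite scaling (0.20) or without age-1 replicate 1 (1.20), age-1 replicate 2 (1.09), double mutant replicate 1 (0.99) or double mutant replicate 2 (1.28). Of the neuronal genes 2 of 23 were tested in rde-4 and in age-1 and 0 in the double mutant; none passed with edgeR or DESeq2 (0 each, also adjusted over the list alone), and 1 was lower in age-1 at an unadjusted p under 0.05. None of the 21 intestinal genes had enough counts to be tested in these comparisons. In the test of the difference between backgrounds the median, mean and test differed in sign for the ERGO-1 targets (-0.18, 0.02 and upward), the Argonaute genes (0.36, -0.03 and downward), muscle (-0.10, 0.23 and downward) and histones (-0.00074, 0.14 and upward), and none of these 4 passed (adjusted p = 0.95 each).

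Of the tests below, those of tRNA reads themselves, RNA breakdown, paralogs, germline timing and dilution were chosen after the results were seen, as was the scaling by counts opposite miRNA genes; the others were written before.

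Most genes opposite tRNA genes were higher in both rde-4 strains, although their summed share overlapped between the double mutant and age-1 (21.9% and 12.9%, exact p = 0.3), where age-1 replicate 2 stood at 23.9%. Library scaling as the cause was argued against by the scaling to counts opposite miRNA genes, under which the lower of the medians in the 2 comparisons was 1.30. Where such a gene overlaps the tRNA gene, these counts lie on the strand of the tRNA, the orientation of reads of the tRNA itself. Small RNAs made against the opposite gene would have the same orientation. The counts cannot tell these sources apart, and both stay open. The lower of the 2 shares of these genes that rose, 94.4%, is the pattern and no test of its source. General RNA breakdown stays open: genes opposite snoRNA genes stood at no more than 0.19 in either comparison under this scaling, but genes opposite snRNA and rRNA genes rose meanwhile. A biological effect of RDE-4 loss on tRNA fragments was not tested.

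The sperm lists stood above other genes in age-1 against WT and below them in the double mutant by camera with the preset correlation only (in age-1 adjusted p = 0.56 with an estimated correlation for each). In age-1 0 of 31 genes of the MSP family, 1 of 15 of the P and Q families and 7 of 27 of spermatogenesis passed with edgeR without the replicate block, and 7, 7 and 19 with it. DESeq2 without the block called 4 of 24, 6 of 15 and 15 of 21 higher. Library scaling was argued against by the lowest median of the 3 sperm lists in age-1 against WT over 4 scalings, 0.67, and a single library by the lowest median without any 1 library, 0.52. Reads shared between paralogs were argued against, as the sole cause, by the genes of spermatogenesis, which have few near-identical copies (adjusted p = 1.3e-06 with the preset correlation, although adjusted p = 0.56 with an estimated correlation). A difference in germline timing, with more of the sperm program present in age-1 at harvest, stays open. The oocyte and hermaphrodite germline list moved the other way, with a median of -0.81, but its call was lost with an estimated correlation (adjusted p = 0.56), and 1 of its 23 genes passed, 0 adjusted over the list alone and 9 with the replicate block. Other lists moved that way too, among them the ERGO-1 targets (-1.16), the RNAi machinery (-0.73) and the F-box and BTB/MATH families (-0.46), though not the ribosomal proteins. The oocyte list therefore cannot single out germline timing. A direct effect of insulin/IGF-1 signaling stays open and was not tested.

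The sum of counts on genes without an opposite-strand gene was lower in both rde-4 strains. A few abundant genes were argued against by the sums without the 10 largest of these genes, whose higher ratio was 0.575. Dilution by tRNA and rRNA fragments is taken out by the scaling to counts opposite miRNA genes only if those counts are themselves unchanged. Under it, 19.2% of 3146 tested genes of this class were still lower in rde-4 against WT (604, with 53 higher). In the double mutant against age-1 it was 59.0% of 2597 (1532, with 14 higher). On that condition these values go against dilution as the sole cause. The percent lower replaced the ratio of sums as the measure after that ratio was seen. Its bounds were set with the percents known, so its outcome was fixed and it is no independent test. Dilution as a part of the lower sum stays open in rde-4 against WT, where the sums relative to counts opposite miRNA genes had a ratio of 0.668 with overlapping groups, although they were lower in each of the 3 pairs of the same replicate number (7.71 and 6.59, 12.2 and 7.86, 11.2 and 6.32). In the double mutant that ratio was 0.305 and no libraries overlapped. A lower output of endo-siRNAs without RDE-4 is the biological explanation that the design names; it may account for the genes still lower and was not tested apart from these counts.

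The 6 libraries of each comparison of 2 strains make 10 splits, too few for a share under 0.05. In rde-4 against WT the real split called 1283 genes and the highest other 0, in age-1 against WT 547 and 17, and in the double mutant against age-1 1967 and 0, so that 1 split of 10 reached the real number in each. In age-1 against WT the numbers were taken to pair the libraries. There the 3 other splits that part all 3 pairs called at most 2 genes, and the 6 that part 1 pair at most 17. In rde-4 against WT both kinds called 0.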
